A study of Drosophila melanogaster with 6 samples. Its data were reported in "Histone variant H2A.Z regulates zygotic genome activation" (2021).

How the data were processed

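Nascent transcription was measured by GRO-seq in hand-picked Drosophila melanogaster embryos at stage 5, the time of zygotic genome activation. In GRO-seq, nuclei extend the RNA already under synthesis in the presence of a labelled nucleotide, and the labelled RNA is purified and sequenced, so reads come mainly from engaged polymerases. Ctrl embryos carried a control RNAi background and DomKD embryos came from mothers in which RNAi in the germline depleted domino (dom), the ATPase that places the histone variant H2A.Z. The titles give 3 libraries per group in 2 batches that are not balanced: batch A holds Ctrl A1, DomKD A1 and DomKD A2, and batch B holds Ctrl B1, Ctrl B2 and DomKD B1.

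The authors deposited a table of counts, whole numbers of reads per gene and library without normalization. Per the study's methods, the authors trimmed adapters with Cutadapt, took off random tetramers with UMI-tools, aligned single-end reads to the dm6 assembly with Bowtie2 in local mode, and counted reads per gene and strand with featureCounts after a filter on mapping quality. The counts were made on alignments from which duplicates had not been removed, so reads of one gene are not independent molecules, and floors and errors that rest on read counts cover counting error only. The table also holds a length per gene, which the authors deposited beside the counts. This length equalled the annotated gene span, introns included, for 99.31% of the matched genes. A filter on mapping quality removes reads that align equally well to several copies, so values of tRNA, rRNA and histone genes and of other repeated genes are uncertain. Genes that overlap another gene on the same strand are uncertain as well.

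All 6 columns of counts were matched to a sample by title. Gene names, positions and transcription start sites (TSSs) came from Ensembl release 115 on the same assembly, a later release than the one the authors counted with. Of 17753 genes in the table, 17626 were matched by FlyBase identifier and 127 were not. As a check of the coordinates, 99.83% of 30350 annotated start codons read ATG in the genome sequence.

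The main test was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest, two-sided) in R 4.3.3, with TMM scaling over the genes tested, batch and group in the model, and Benjamini-Hochberg adjustment. Genes with a mean of at least 10 counts over the 6 libraries were tested, and the threshold was an adjusted p of 0.05. Standard errors of log2 fold changes were derived as the size of the change divided by the square root of the F statistic. CPM values use TMM-scaled library sizes, and log2 CPM used a prior count of 2. The study scaled its libraries on its own set of Zelda target genes and named no covariate. The gene sets it defined by H2A.Z occupancy and by dependence on Zelda are not used here. Promoter classes were set from sequence instead. A protein-coding gene was placed in the housekeeping class if the DRE, Ohler1 or Ohler6 motif lay between 150 bases upstream and 100 bases downstream of its most 5' TSS and it had no TAGteam motif (the site of the pioneer factor Zelda) between 500 bases upstream and 100 bases downstream. The TAGteam class had that site and none of the other 3 motifs. Lists of 50 Zelda targets, 20 maternal germline genes and 3 yolk or fat body genes were written from general knowledge, and 4 gene families were taken by symbol.

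Sets were tested against all other tested genes with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation beside it. For each library the mean log2 CPM of one set minus that of the other was also compared between groups by an exact permutation test over the 20 arrangements of the 6 libraries, for which the smallest two-sided p is 0.1. The genes named are dom, His2Av, zld and the genes ihog, gbb and ac, whatever their values, and in each direction the 5 genes with the largest change among those past the threshold with a mean of at least 100 counts and no overlap between DomKD and Ctrl libraries in log2 CPM. A group with at most 3 counts in each library was treated as at the floor, and a fold change against it is given as a bound. The groups, the tests, the lists, the motif classes, the rule for named genes and the alternatives other than those named as added were fixed before the data were examined. The lists of early and later genes, used only under other observations, were written after the data had been examined.

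The pipeline was tested on simulated data, in 3 runs with 200 genes changed by 1.5 or 2 on the log2 scale among 10135, 10125 and 10129 genes. Means, dispersions and library sizes were those of the data, and batch effects were the shrunken estimates. edgeR recovered 69.5%, 70.0% and 70.5% of the changed genes, and 2.80%, 7.89% and 2.76% of its calls were false. DESeq2 1.42.0 recovered 80.0%, 78.5% and 75.5%, and 20.0%, 24.9% and 18.4% of its calls were false. These batch effects were chosen after a first simulation had been seen. That simulation used the batch effects as fitted, which have no bound for genes with only zeros in a batch, and 16.4%, 14.1% and 12.1% of the edgeR calls in its 3 runs were false, with 69.0%, 61.0% and 62.0% of the changed genes recovered. Of its 27, 20 and 17 false calls, 20, 11 and 10 fell on the 85 genes with a fitted batch effect over 10 on the log2 scale. The test itself was not changed. The share of false calls in the data can thus lie above the threshold of 0.05. Simulated changes went up or down at random, and both groups had the same dispersions. A shift of most genes in the same direction and noise that differs between groups were not simulated. The simulation therefore does not test the scaling or the calls under these. In the simulation with shrunken effects, a shift of 0.5 in a set of genes was estimated as 0.53, 0.51 and 0.47.

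Alternatives were other scalings (RLE, upper quartile, total count, and size factors from the Zelda list alone), other count filters, protein-coding genes only, no batch term, a replicate block, DESeq2 with the TMM-scaled sizes, each batch alone, other definitions of the motif classes, and leaving out each library. A fit with DESeq2, Zelda list size factors and no batch term, and a filter at a mean of 300 counts, were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.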

Results

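To ask how nascent transcription at zygotic genome activation differs when maternal Domino is depleted, GRO-seq counts were compared between 3 Ctrl and 3 DomKD libraries of stage 5 embryos. Total counts were 12487166 in Ctrl A1, 24537992 in Ctrl B1, 20115683 in Ctrl B2, 10862281 in DomKD A1, 10660708 in DomKD A2 and 15790602 in DomKD B1. All 3 DomKD libraries had more tested genes without a read (1014, 774 and 564 in A1, A2 and B1) than the Ctrl libraries (326, 189 and 162 in A1, B1 and B2). The first principal component of log2 CPM took 45.8% of the variance, on which DomKD B1 lay between Ctrl A1 and DomKD A2. To look for a library deposited under more than one title, counts were compared within each pair of libraries. The squared deviation per gene was at least 33.2 times that of Poisson counts, so each library was counted as a separate sample.

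The targeted gene was examined first. The dom gene (FBgn0020306, 2R, 21323430 to 21341847, plus strand) was not lower in DomKD under the main scaling. Its log2 fold change was 0.06 with RLE and 0.04 with upper quartile scaling. It was -0.47 with total counts (edgeR adjusted p 0.0303) and -0.95 with the Zelda list scaling (edgeR adjusted p 0.000202). Under the main scaling the normalised read count of dom was 789 ± 72.9 CPM (SD, n = 3) in Ctrl and 774 ± 167 CPM (SD, n = 3) in DomKD. Single libraries gave dom 847.7, 811.4 and 707.3 CPM in Ctrl A1, B1 and B2, and 664.8, 690.5 and 965.6 CPM in DomKD A1, A2 and B1. The log2 fold change of dom was 0.01 with a standard error of 0.18 (edgeR adjusted p 0.973), and it had opposite signs in the batches, -0.32 in A and 0.35 in B. RNAi acts on mRNA in the mother, while these reads come from transcription in the embryo, so this value does not measure the depletion. The annotation has 16 genes that overlap dom on its strand, so its count is uncertain. His2Av, which encodes H2A.Z (FBgn0001197, 3R, 26866929 to 26869220), changed by 0.26 with a standard error of 0.16 (edgeR adjusted p 0.298). With the Zelda list scaling His2Av was lower in DomKD and past the threshold, at -0.72 (edgeR adjusted p 0.0104).

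Of 10429 genes tested, 2264 differed between DomKD and Ctrl at the threshold of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 1005 were lower and 1259 were higher in DomKD, so 44.4% were lower. The groups did not overlap in log2 CPM for 2054 of the 2264 genes and for 40.6% of all tested genes. For a single gene chance gives 10%. All genes share the same 6 libraries and can vary together, so 40.6% against 10% is not a test of the group difference. The direction of the 2264 calls depended on the scaling. With size factors from the Zelda list alone, 4664 genes were lower and 95 were higher (98.0% lower), and with total counts 2747 were lower and 538 were higher (83.6% lower). RLE and upper quartile scaling gave 39.1% and 41.1% lower. The median log2 fold change of all tested genes was -0.07 with TMM, -0.56 with total counts and -1.04 with the Zelda list. Whether more genes fell or rose is therefore not fixed by these counts, and values below are given relative to the other genes where possible.

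The count of calls depended on single libraries, most on DomKD B1. A fall in this count does not by itself mean smaller changes. Without DomKD B1, 9 genes passed the threshold, and the comparison then rested on Ctrl A1 alone against DomKD A1 and A2 within batch A. Without Ctrl A1 it rested on DomKD B1 alone against Ctrl B1 and B2 within batch B, and 647 genes passed. No gene passed the threshold for a group by batch interaction, while 608 genes had an unadjusted p under 0.05, and this fit left few degrees of freedom. Without a batch term 1605 genes passed.

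The next comparison asked whether promoter classes that the study tied to H2A.Z or to Zelda changed alike. Median log2 fold changes were -0.36 for 1690 genes of the housekeeping class and 0.60 for 291 genes of the TAGteam class, a difference of -0.95. In the housekeeping class 278 genes were lower and 120 higher, and in the TAGteam class 16 were lower and 110 higher. Each class stood apart from all other tested genes (camera p 0.000228 for housekeeping and 6.87e-10 for TAGteam, adjusted over 16 sets 0.000521 and 3.66e-09). Both calls held under fry (0.000856 and 0.00173) and with an estimated correlation (0.00939 and 0.0182). The classes' directions followed the scaling. The TAGteam median was 0.09 with total counts and -0.39 with the Zelda list, and the housekeeping median was -0.84 and -1.33. The difference between them stayed between -0.93 and -0.96 under the 5 scalings. Among the alternatives that gave a difference of medians, batch A alone moved it most, to -0.79. As a regression coefficient across genes the difference was -0.72 without covariates and -0.69 with gene length and mean expression as covariates. Genes with motifs of both classes (44) had a median of -0.33 and 7175 genes with neither had -0.09.

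**Figure D1:**
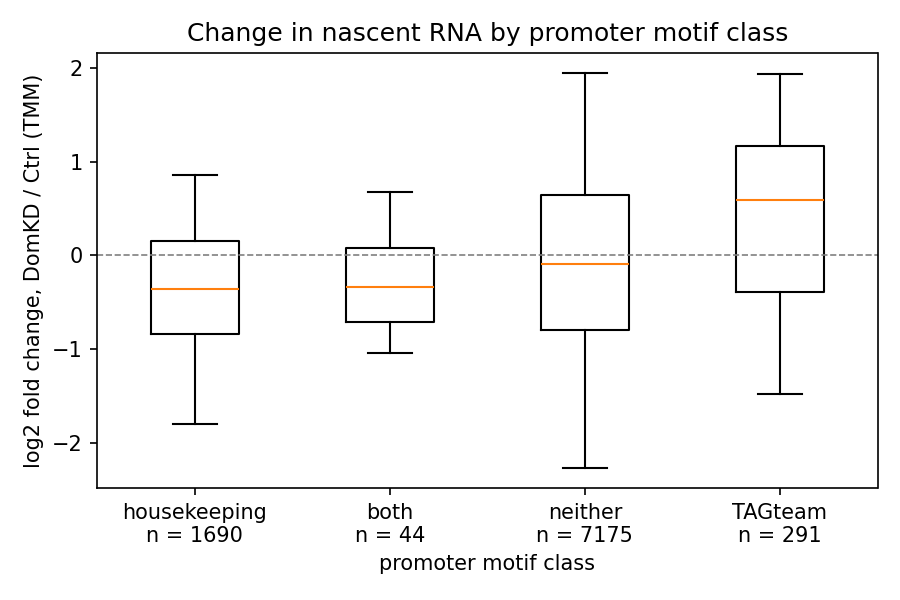
Log2 fold changes (DomKD over Ctrl, TMM scaling, edgeR) of tested protein-coding genes by promoter motif class, with the median, the quartiles and whiskers at the 5th and 95th percentiles of genes. The medians were -0.36 for the housekeeping and 0.60 for the TAGteam class, and they were -1.33 and -0.39 with the Zelda list scaling.

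Per library, the mean log2 CPM of the housekeeping class minus that of the TAGteam class was 0.39 ± 0.18 (SD, n = 3) in Ctrl and -0.42 ± 0.14 (SD, n = 3) in DomKD. The groups did not overlap, and the exact permutation test gave a two-sided p of 0.1, the smallest it can give. The difference was -0.68 within batch A and -0.76 within batch B, each resting on 1 library of one group.

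**Figure D2:**
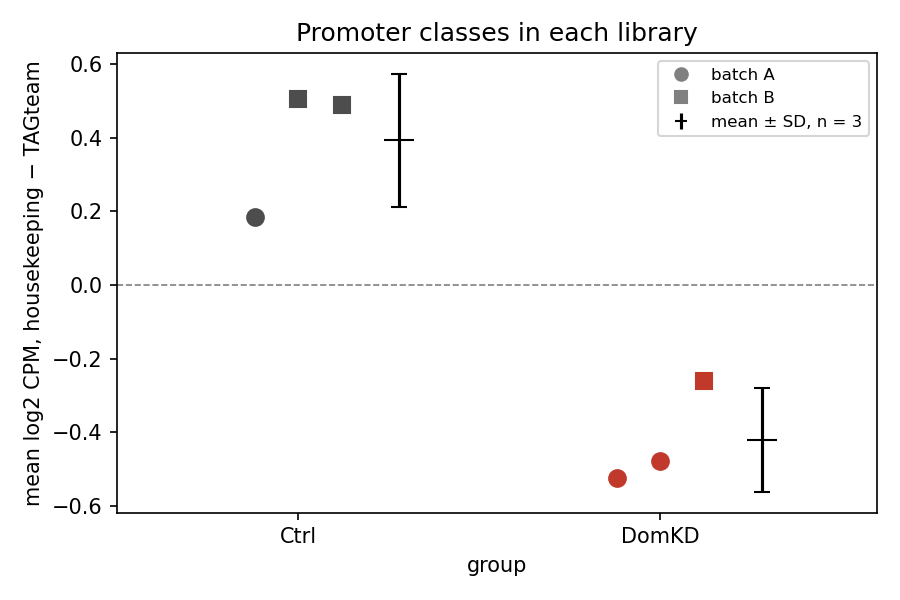
Mean log2 CPM of the housekeeping class minus the TAGteam class in each library, with circles for batch A, squares for batch B, and the mean ± SD (n = 3) beside each group. The Ctrl libraries lie from 0.18 to 0.50 and the DomKD libraries from -0.52 to -0.26.

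The list of Zelda targets, 48 of which were tested, lay 1.08 above the other tested genes in median log2 fold change (camera p 1.49e-32, fry p 0.00366, estimated-correlation p 0.0385). Of these 48 genes, 43 were higher and 0 lower at the threshold over all genes, and 46 were higher when adjusted over the list alone. The exact permutation p of the library values was 0.1. The list's median was 1.00 with TMM, 0.52 with total counts and 0.03 with the Zelda list, as the last is set by construction. The gene zld itself (FBgn0259789, X, 19766465 to 19783548) changed by 1.04 with a standard error of 0.19 (edgeR adjusted p 0.00312), and by 0.08 with the Zelda list scaling, where it was not past the threshold. Without DomKD B1 the adjusted p of zld was 0.127.

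**Figure D3:**
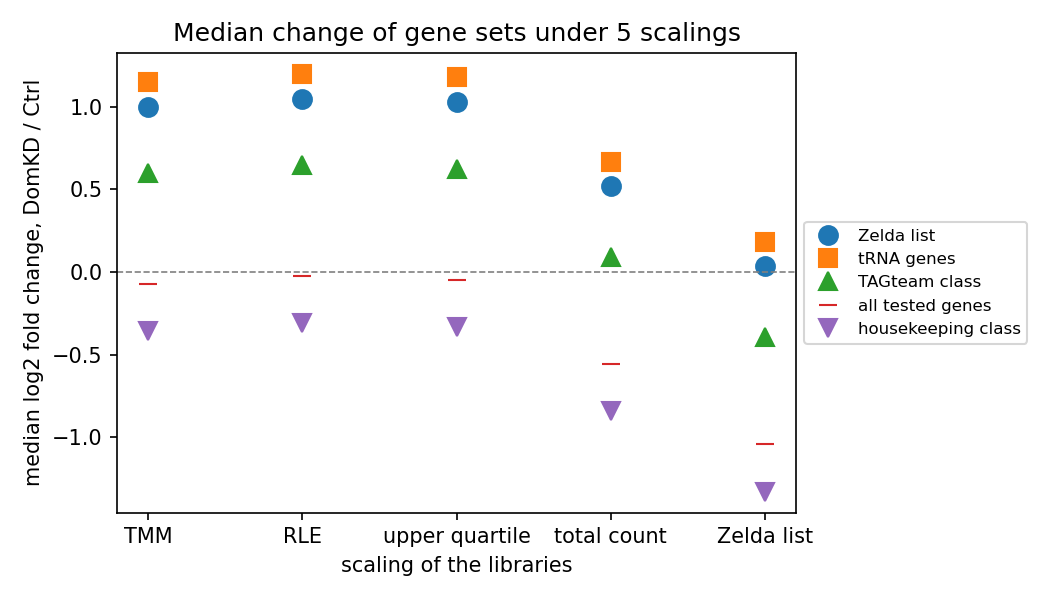
Median log2 fold changes (DomKD over Ctrl) of gene sets and of all tested genes under 5 scalings of the libraries. The sets keep their order while all move down together, and the median of all tested genes goes from -0.07 with TMM to -1.04 with the Zelda list.

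Housekeeping families were taken by symbol. The 103 proteasome and mitochondrial ribosome genes lay -0.21 from the other genes in median, which was not past the threshold (camera p 0.146, fry p 0.0159), with 7 genes lower and 3 higher, and 3 lower and 3 higher when adjusted over the list alone. Medians were -0.20 for 33 proteasome genes (camera p 0.617, fry p 0.198) and -0.39 for 70 mitochondrial ribosome genes (camera p 0.106, fry p 0.0286). The library values of the mitochondrial ribosome genes moved by -0.39 within batch A and by -0.36 within batch B, with an exact permutation p of 0.1, but their median was -0.0084 among genes with a mean of at least 300 counts. Those of the proteasome genes moved by 0.22 within batch A and by -0.09 within batch B, with an exact permutation p of 0.7, and the proteasome median was 0.09 without DomKD B1, so no direction held. tRNA synthetase genes had a median of -0.58 over 32 genes, -0.52 from the other genes (camera p 0.00265, fry p 0.000885, estimated-correlation p 0.0412), with 8 lower and 0 higher both over all genes and when adjusted over the list alone. Cytoplasmic ribosome genes had a median of 0.30 over 83 genes (camera p 0.000166), but the call did not hold under fry (0.0966) or an estimated correlation (0.358), the median was -0.18 with total counts and -0.66 with the Zelda list, and the set moved by 0.79 within batch A and by -0.0012 within batch B.

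The maternal germline list, 19 genes of which were tested, lay 0.26 above the other genes in median, which was not past the threshold (camera p 0.453, fry p 0.301). It had 4 genes higher and 1 lower, both over all genes and when adjusted over the list alone. Its library values moved by 0.91 within batch A and by -0.32 within batch B, so no direction held in both. Of the yolk and fat body list 2 genes were tested and 0 passed the threshold.

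The genes ihog, gbb and ac were among those assayed by qPCR in the study. The normalised read count of ihog (FBgn0031872, 2L, 6945464 to 6948808) was 75.2 ± 2.99 CPM (SD, n = 3) in Ctrl and 33.8 ± 6.80 CPM (SD, n = 3) in DomKD, a log2 fold change of -1.09 with a standard error of 0.20 (edgeR adjusted p 0.00391). The call on ihog was lost without Ctrl A1 (adjusted p 0.0899) and without DomKD B1 (adjusted p 0.0563). For gbb (FBgn0024234, 2R, 23851562 to 23853247) the change was -0.71 with a standard error of 0.19 (edgeR adjusted p 0.0199), and the groups overlapped. The call on gbb was lost without a batch term (adjusted p 0.0861) and in 4 of the 6 fits that each left out one library, with adjusted p from 0.0541 to 0.276. For ac (FBgn0000022, X, 370031 to 370947) the change was 1.14 with a standard error of 0.18 (edgeR adjusted p 0.00151), and 0.17 with the Zelda list scaling, where it was not past the threshold. The call on ac was also lost without Ctrl A1 (adjusted p 0.0540) and without DomKD B1 (adjusted p 0.0525).

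Among the genes with the largest changes, CG7720 (FBgn0038652, 3R, 18759236 to 18795169) had 6, 44 and 68 counts in Ctrl A1, B1 and B2 and 749, 625 and 887 counts in DomKD A1, A2 and B1. Its log2 fold change was 5.81 with a standard error of 0.48 (edgeR adjusted p 0.000117). The other 4 genes that rose most were beat-Vc (5.37), kek4 (5.28), CG44098 (4.78) and bru2 (3.70), all past the threshold under each of the 5 scalings. Without DomKD B1, kek4 (adjusted p 0.0563) and CG44098 (adjusted p 0.0515) lost the call. In the other direction, Srg3 (FBgn0053926, 3L, 9443232 to 9446388) had 114, 258 and 247 counts in Ctrl and 0, 0 and 1 in DomKD. Against the floor of 3 counts it was at least 26.6-fold lower, a bound that covers counting error only. Few genes had 2 to 5 reads in DomKD A1 and A2 (48 and 123). A single molecule there may give more reads than the floor, so the true bound may be smaller. The other 4 genes that fell most were asRNA:CR44368 (-5.37), CG5023 (-5.09), beat-Ic (-5.02) and RhoGAP68F (-5.01). Each of these 4 had 0 counts in 2 DomKD libraries and between 11 and 31 in the third, and the DomKD libraries had the most tested genes without a read. All 5 of the lower genes lost the call without Ctrl A1, and 4 of them, all but beat-Ic, without DomKD B1. The calls on asRNA:CR44368 and CG5023 were also lost without Ctrl B1 (adjusted p 0.124 and 0.162), without Ctrl B2 (0.113 and 0.134) and with no batch term (0.0543 and 0.0790).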

Values the study reported

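The study reported 7227 active zygotic promoters, of which 713 (569 genes) depended on Zelda and 6514 (5680 genes) did not.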

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

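The difference between housekeeping-motif and TAGteam genes kept its direction in all alternatives run, and both classes stayed past the camera threshold in the 21 fits where each was tested against the other genes, with p up to 0.00367 for housekeeping and up to 0.000177 for TAGteam. Within batch A it was -0.79. With gene length and mean expression as covariates the coefficient across genes was -0.69, against -0.72 without them, while motifs at any TSS (-0.97) and DRE alone (-0.91) moved it little. The Zelda list kept its direction in all alternatives run and its side of the threshold wherever a test was run, which leaves out the values within each batch.

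The counts of calls depended on scaling and on single libraries. Total counts gave 2747 lower and 538 higher genes. The Zelda list gave 4759 genes, 4664 lower and 95 higher, of which 1146 were among the 2264 of the main scaling. DESeq2 with Zelda list size factors and no batch term, chosen after seeing the data, gave 4832 genes, 4758 lower and 74 higher. The shift of all genes with the scaling shows the cause of these splits. Across the 6 fits that each left out one replicate, the genes past the threshold ranged from 9 to 3082, lower genes from 3 to 1574 and higher genes from 6 to 1508. The lowest values came without DomKD B1, which leaves 1 library against 2 within batch A. The fit without Ctrl A1 leaves 1 against 2 within batch B and gave 647 genes, so this form alone does not account for the drop to 9, and its cause was not tested. Changes of gene sets moved far less than the count. Without DomKD B1 the difference between housekeeping-motif and TAGteam genes was -0.83, against -0.95 in the main fit. The median of the Zelda list was 0.89 without DomKD B1, against 1.00 in the main fit. The highest counts of genes past the threshold came without DomKD A1. DESeq2 with the main design gave 2877 genes, at a false share in simulated data that was above that of edgeR. The planned counts within each batch were not run. A batch holds 1 library of one group, so such a count would rest on 1 library against 2.

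The labels give both groups the replicate numbers 1 and 2, but the batch letter and not the number marks what libraries share. Deviations from group means of libraries with the same number in different groups correlated from -0.36 to 0.24 across genes, so the numbers do not pair the libraries. With the replicate block in place of batch, 1035 genes passed, 425 lower and 610 higher, and the dom log2 fold change was -0.028. Among the named genes, gbb (adjusted p 0.132), CG5023 (0.057), beat-Ic (0.053) and RhoGAP68F (0.0594) were not past the threshold in that fit.

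The dom log2 fold change, near 0 in the main fit, changed sign with total counts (-0.47, adjusted p 0.0303), the Zelda list (-0.95, adjusted p 0.000202), no count filter (-0.0059), no batch term (-0.028) and DESeq2 with Zelda list size factors (-1.15). It was -0.32 within batch A and 0.35 within batch B, and ranged from -0.32 to 0.28 across the 6 fits that each left out one replicate. Adjusted p-values of dom over its alternatives ran from 0.000202 to 0.989. His2Av changed sign with total counts (-0.23, adjusted p 0.344), the Zelda list (-0.72, adjusted p 0.0104) and DESeq2 with Zelda list size factors (-1.02, adjusted p 0.0242).

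The proteasome and mitochondrial ribosome genes were past the camera threshold with DESeq2, Zelda list size factors and no batch term (-0.25) and in no other fit, although fry put them past it in the main fit (0.0159). They lost their direction at a mean of 300 counts (0.013) and lay at -0.038 within batch A. The maternal list reversed with the DESeq2 Wald test (-0.105), passed the threshold with DESeq2 and Zelda list size factors (1.10), and ranged from -0.57 to 0.76 across the 6 fits that each left out one replicate, passing the threshold without DomKD B1. The causes were not tested. The group by batch interaction gave 0 genes at a mean of 50 counts as well.

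For the 15 named genes other than dom there were 292 further values. Of these, 240 kept their direction and side of the threshold or moved by less than the spread between libraries, 35 were no longer past the threshold, 14 moved and 3 changed sign. Leaving out one replicate gave 24 of the 35.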

Other observations

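The tests in this part were chosen after the result was seen, except those of the splits of the libraries and of gene length, maternal carry-over and batch for the promoter classes.

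With no batch term, so that each split could be fitted, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes past the threshold as DomKD against Ctrl, the real one itself (1605 genes). The split by batch gave 22 genes and the other 8 gave 0. A design of this size cannot give a share under 0.1, so this count alone decides nothing.

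Several explanations of the lower housekeeping-motif genes relative to TAGteam genes were examined. As a coefficient across genes, the class difference was -0.72 without a covariate, -0.75 with gene length and -0.72 with GC content, so neither trend accounts for it. Among genes with a mean of at least 300 counts the difference of medians was -0.97, which argues against low counts as the cause. It had the same sign in both batches, the smaller being -0.68, which argues against batch. Carry-over of maternal mRNA stays open. The maternal germline list lay 0.26 above other genes, with a standard error of 0.37 from a bootstrap over its genes. This is too wide to exclude a fall like that of the housekeeping class (-0.36 from the other genes). A difference in embryo stage stays open as well. Genes that start early and genes that start later in the syncytial and cellularising embryo were listed after the data had been examined. The 8 early genes tested had a median log2 fold change of 1.37 and the 10 later genes 0.79. The rule for judging this comparison was also changed after its result, from rejecting a stage difference to leaving it open. The early genes lay 0.58 above the later ones, and higher in both batches (0.77 in A and 0.34 in B). A bootstrap over the genes gave a standard error of 0.11, which does not cover the spread between libraries. The exact permutation p of the library values was 0.2. All 18 genes are in the Zelda list. If DomKD embryos were slightly younger, early genes may be higher and housekeeping genes lower. A difference in stage and an effect of Domino on these promoters thus cannot be told apart by these counts alone. The paper gives other evidence. It saw no strong defects of form in DomKD embryos at this stage. In its qPCR, RNAi-resistant Domino partly restored H2A.Z-positive genes. The effect of Domino remains the biological explanation that the design names.

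tRNA genes, which RNA polymerase III transcribes, had a median log2 fold change of 1.15 over 227 genes with TMM, and 96.9% of them were above 0. The set was past the threshold by camera (p 3.27e-35) and fry (p 0.00412). It was not with an estimated correlation of 0.24 between genes (camera p 0.0564), so the genes are not independent support. The tRNA median is close to the 1.00 of the Zelda list. With the Zelda list scaling the tRNA median was 0.18. The 147 tRNA genes with a mean of at least 300 counts had a median of 1.14, which argues against low counts. Protein-coding genes under 500 bases had a median of 0.47, so short length may account for part of the rise. The 20 snRNA genes had a median of 0.75 and the 13 snoRNA genes 0.775. The 101 rRNA genes had a median of 0.956, with 3 higher and 0 lower at the threshold. Higher medians were thus not confined to tRNA genes. A candidate explanation is that nascent RNA from most polymerase II genes fell in DomKD while tRNA genes and Zelda targets did not, in which case the Zelda list scaling is nearer to absolute levels. A rise of tRNA genes and Zelda targets gives the same counts, and without an external reference the alternatives cannot be told apart. Reads shared among tRNA copies limit these values.

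More tested genes lacked a read in DomKD than in Ctrl libraries. After thinning all libraries to 10660708 counts the smallest number in a DomKD library was 579 and the largest in a Ctrl library was 330, which argues against sequencing depth. In all 3 DomKD libraries fewer genes had 2 to 5 reads than 20 to 23 reads, with 48 against 242 in DomKD A1, 123 against 301 in A2 and 251 against 278 in B1. In the Ctrl libraries the order was the other way, with 393 against 242 in A1, 572 against 223 in B1 and 495 against 208 in B2. The order in DomKD B1 depended on the window, since fewer genes had 24 to 27 reads there than 2 to 5 reads. In DomKD A1 and A2 the order held with that window. A shortage of genes at a few reads may arise where each molecule was copied many times, and the DomKD libraries may thus hold fewer molecules than their totals imply. Whether the embryos gave less nascent RNA or the preparation lost more was not tested. Of genes at most at 3 counts in each library of one group and at 30 or more in each library of the other, 24 were at the floor in DomKD and 1 in Ctrl.

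Batch differences had a pattern along the genome. In the main model the 100 tested genes on chromosome 4 had a median log2 difference of 0.71 between batches B and A, against 0.05 for the major arms. It was present in both groups, with differences from the major arms of 0.56 in Ctrl and 0.70 in DomKD, so it does not belong to one group. Chromosome 4 genes have a lower GC content (median 34.6% against 45.9%). With GC as a covariate the coefficient of chromosome 4 went from 0.72 to 0.46, so GC may account for part of it but not for most. Genes near the centromeres, 179 of them, also lay higher in batch B (0.58 against 0.04 for the rest of the arms). Both sets are rich in heterochromatin, and what differed between batches was not tested. No biological explanation was tested, since the design names none for batch. DomKD against Ctrl showed little of it, with medians of 0.05 for chromosome 4 and 0.10 near the centromeres.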
